# Identification and characterization of microRNAs involved in growth of blunt snout bream (*Megalobrama amblycephala*) by Solexa sequencing

**DOI:** 10.1186/1471-2164-14-754

**Published:** 2013-11-05

**Authors:** Shaokui Yi, Ze-Xia Gao, Honghao Zhao, Cong Zeng, Wei Luo, Boxiang Chen, Wei-Min Wang

## Abstract

**Background:**

Blunt snout bream (*Megalobrama amblycephala*) is an economically important fish species in the Chinese freshwater polyculture system for its delicacy and high economic value. MicroRNAs (miRNAs) play important roles in regulation of almost all biological processes in eukaryotes. Although previous studies have identified thousands of miRNAs from many species, little information is known for miRNAs of *M. amblycephala*. To investigate functions of miRNAs associated with growth of *M. amblycephala*, we adopted the Solexa sequencing technology to sequence two small RNA libraries prepared from four growth related tissues (brain, pituitary, liver and muscle) of *M. amblycephala* using individuals with relatively high and low growth rates.

**Results:**

In this study, we have identified 347 conserved miRNAs (belonging to 123 families) and 22 novel miRNAs in *M. amblycephala*. Moreover, we observed sequence variants and seed edits of the miRNAs. Of the 5,166 single nucleotide substitutions observed in two libraries, the most abundant were G-to-U (15.9%), followed by U-to-C (12.1%), G-to-A (11.2%), and A to G (11.2%). Subsequently, we compared the expression patterns of miRNAs in the two libraries (big-size group with high growth rate versus small-size group with low growth rate). Results indicated that 27 miRNAs displayed significant differential expressions between the two libraries (*p* < 0.05). Of these, 16 were significantly up-regulated and 11 were significantly down-regulated in the big-size group compared to the small-size group. Furthermore, stem-loop RT-PCR was applied to validate and profile the expression of the differentially expressed miRNAs in ten tissues, and the result revealed that the conserved miRNAs expressed at higher levels than the novel miRNAs, especially in brain, liver and muscle. Also, targets prediction of differentially expressed miRNAs and KEGG pathway analysis suggested that differentially expressed miRNAs are involved in growth and metabolism, signal transduction, cell cycle, neural development and functions.

**Conclusions:**

The present study provides the first large-scale characterization of miRNAs in *M. amblycephala* and miRNA profile related to different growth performances. The discovery of miRNA resource from this study is expected to contribute to a better understanding of the miRNAs roles playing in regulating the growth biological processes and the study of miRNA function and phenotype-associated miRNA identification in fish.

## Background

Blunt snout bream (*Megalobrama amblycephala* Yih, 1955), which natural distribution is limited in the middle and lower reaches of the Yangtze River in China [1], has been widely favored for its delicacy and recognized as a main aquaculture species in the polyculture system of Chinese freshwater fish since 1960s [2]. Due to its high economic value, the total production of *M. amblycephala* is rapidly growing [3]. However, owing to overfishing of wild resources, artificial breeding and fast domestication, the germplasm resources of *M. amblycephala* are under threat of recession and admixture [4]. Unfortunately, the cultured population of *M. amblycephala* gradually exhibits growth depression, early sexual maturity, and disease susceptibility. At present, molecular techniques are still not widely used in the breeding of *M. amblycephala* due to a lack of genetic and genomic information. In recent years, several traits of *M. amblycephala*, including body shape, hypoxia resistance and disease resistance, have been studied through development of molecular markers [4-6]. Although it is an important economic trait, the growth rate of *M. amblycephala* has not been well defined by molecular markers or control mechanisms.

MicroRNAs (miRNAs) are a class of small (approximately 22 nucleotides; nt) endogenous noncoding RNAs in length [7], which are embedded within the stem regions of hairpin transcripts that exist in a wide range of invertebrates and vertebrates. miRNAs play a pivotal role in the regulation of gene expression at the post-transcriptional level, especially for signaling pathways involved in development, cellular differentiation, proliferation, apoptosis, and oncogenesis [8]. They negatively regulate gene expression through sequence-specific interactions with the 3′ untranslated regions (UTRs) of target mRNAs and thereby cause translational repression or mRNA destabilization [8,9]. Since the discovery of the founding members of the miRNA family, lin-4 and let-7 in *Caenorhabditis elegans* in 1993 [10-12], many endogenously encoded miRNAs have been identified in mammals, plants, insects, worms, and viruses through plasmid vector cloning, northern blotting, microarray assay and sequencing technology in recent years [13-15]. Currently, 21264 mature miRNAs from 193 species have been discovered and deposited in the public available miRNA database miRBase (Release 19.0, June 2013) [16].

Recently, next-generation sequencing technology has a substantial impact on a broad range of biological applications. Sequencing technology made it possible to precisely identify non-conserved or weakly expressed miRNAs, and been widely used to facilitate the identification and detection of miRNAs in multiple species, such as fish, chicken and silkworm [14,17,18]. Previous studies have identified many miRNAs from model fish species [19]; nonetheless, little attention has been given to the miRNAs’ roles in non-model species. The identification of miRNAs in aquaculture fish species began with the study of cloning and characterization of miRNAs from the rainbow trout (*Oncorhynchus mykiss*) in 2008 [20]. Subsequently, a large number of miRNAs has been identified in other aquaculture species, including the Japanese flounder (*Paralichthys olivaceus*) [21], bighead carp (*Hypophthalmichthys nobilis*), silver carp (*H. molitrix*) [22], common carp (*Cyprinus carpio*) [23] and channel catfish (*Ictalurus punctatus*) [24]. Unfortunately, little information is available in *M. amblycephala*. In this study, we constructed two small-RNA cDNA libraries from the growth related tissues (brain, pituitary, liver and muscle) of *M. amblycephala* using individuals with relatively high and low growth rates. Through high throughput sequencing of the small RNA library and subsequent bioinformatic analysis, miRNAs in two libraries of *M. amblycephala* were identified and the differentially expressed miRNAs were analyzed. The discovery of miRNA resource from this study will contribute to a better understanding of the miRNAs roles playing in regulating the growth biological processes in fish and the study of miRNA function and phenotype-associated miRNA identification in *M. amblycephala*.

## Result and discussion

### Solexa sequencing of small RNAs

In order to identify the miRNAs involved in the growth rate of *M. amblycephala*, two small RNA libraries were constructed, with the mixed pools of tested tissues (brain, pituitary, liver and muscle) from the big-size group and small-size group with relatively high and low growth rates at 3, 6, 12 and 18-month-old stages, respectively. 

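The small RNA data consist of 1 pooled library for the big-size group and 1 for the small-size group, so there are no replicates. Each pool combined RNA from 4 tissues of fish sampled at 3, 6, 12 and 18 months, with 6 individuals from each stage. Small RNAs were size-selected, ligated to adapters, amplified by PCR and sequenced on the Solexa platform. The authors removed low quality reads, adaptors, reads with polyA and reads shorter than 18 nt, collapsed identical reads into unique sequences called tags, and deposited the read count of each tag without normalization. The deposited counts cover the tags assigned to known miRNAs and the tags mapped to the zebrafish genome, build Zv9. Table S1 of the paper gives 9516999 clean reads for the big-size library and 9552715 for the small-size library, and these totals were used for normalization. The tags listed for the big-size library hold 8245254 reads and those of the small-size library 8299088 reads. The remaining 1271745 and 1253627 clean reads belong to tags that are not analysed here. Reads of a miRNA were counted as the reads of the tag identical to its sequence in Table S2 or Table S3, since the deposited files list tags and not the miRNA each tag was assigned to. A floor of 3 reads corresponds to a normalized expression of 0.315 in the big-size library and 0.314 in the small-size library. This floor was not applied where a miRNA is counted as found, for which 1 read was enough. Tests on these counts compare the 2 libraries and not the conditions. Intervals and floors cover counting error only, because PCR copies are not independent molecules.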

Through high throughput Solexa sequencing, a total of 19,144,188 high quality reads were obtained. Very little difference was found in the length distribution of the sequences from the two libraries, most of the sequences (94.28%) being between 21–23 nucleotides (Figure 1). 

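Over all listed tags, 96.8% of the reads of the big-size library (95% Wilson interval 96.8 to 96.9%) and 97.4% of the reads of the small-size library (97.4 to 97.4%) were 21 to 23 nt long. Sequences of 22 nt held 70.4% and 70.1% of the reads, respectively. The difference between the libraries was larger for short tags. Tags of 18 to 20 nt held 2.10% of the reads in the big-size library and 1.45% in the small-size library, and tags of 18 nt alone held 0.324% and 0.0665%. Counted as unique sequences in place of reads, which changed the shares most, 40.3% of the tags in the big-size library and 47.4% in the small-size library were 21 to 23 nt long.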

After removal of the adapters, reads with polyA and reads smaller than 18 nucleotides, 19,069,714 clean reads were extracted. The total number of unique clean reads from big-size and small-size groups sRNA libraries was 117,169 and 99,070, respectively (Additional file 1: Table S1-1). These unique sequences contained 26,784 common sequences between the big-size and small-size libraries (Additional file 1: Table S1-2). 

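Among the tags mapped to the zebrafish genome, 5796 occurred in both libraries, 7345 only in the big-size library and 8047 only in the small-size library. The common tags held 99.9% of the mapped reads in each library. Of the tags found in a single library, 6435 in the big-size library and 6551 in the small-size library had a single read, and the most abundant had 18 and 20 reads, respectively. Among the tags assigned to known miRNAs, 2063 of 3341 distinct sequences were common.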

After comparing the small RNA sequences with the NCBI Genebank and RFam database, 187,046 reads of rRNA, tRNA, snRNA, snoRNA and repeat-associated small RNAs were annotated and removed (Figure 2). The remaining 18,882,668 reads, including 9,417,103 and 9,465,565 for the big-size and small-size groups respectively, consisting of 103,234 and 84,208 unique sequences respectively (Additional file 1: Table S1-3), were retained for miRNA analysis.

**Figure 1:**
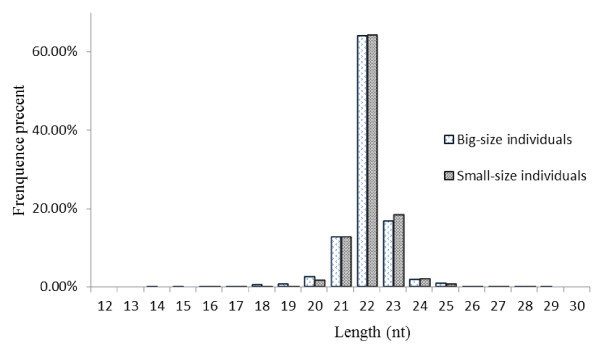
**Length distribution of small RNAs in *M. amblycephala*.**

**Figure 2:**
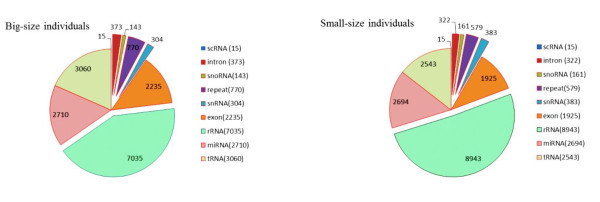
**Annotation of small RNAs derived from Solexa sequencing of *M. amblycephala *** **small RNAs libraries.**

Due to the lack of whole genome data for *M. amblycephala*, we aligned the selected small RNA sequences to the genome sequence of zebrafish, which is evolutionarily the closest related species with an available sequenced genome, to perform a distribution analysis on a genomic scale using SOAP. For the selection of the computing algorithm, we chose a tolerance of one mismatch for mapping, which resulted in a total of 16,461,503 reads (86.32%) that represent 26,984 unique sRNAs were mapped to the reference genome (Additional file 2: Figure S1).

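Each mapped tag was counted once, however many locations it had in Zv9. The big-size library had 13141 mapped tags with 8208774 reads, 86.3% of its clean reads (95% Wilson interval 86.2 to 86.3%), and the small-size library had 13843 mapped tags with 8252729 reads, 86.4% (86.4 to 86.4%). Together these are 16461503 reads and 26984 tags, where a tag present in both libraries counts in each, and 21188 distinct sequences. Most mapped reads had more than 1 possible origin. Tags with 1 location held 1719596 reads in the big-size library and 1559134 in the small-size library, while a single tag could have up to 10000 listed locations.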

### Conserved miRNAs in *M. amblycephala*

To identity the known miRNAs in *M. amblycephala*, we compared the data from two libraries to known miRNAs in miRBase 19.0 ( http://www.mirbase.org/). According to the results, we analyzed the base bias on the first position of identified miRNAs with certain length and on each position of all identified miRNAs respectively. Among the 16,411,948 sequences screened in total, 2,711 unique sequences in big-size group were found to be similar to known miRNAs from other species that had previously been deposited in miRBase. Allowing no more than two mismatches between sequences, these miRNAs represented 332 known miRNAs, belonging to 8,171,600 sequences in total in the big-size group. Meanwhile, 2,695 unique sequences dated from small-size group were screened out in the same way, and we identified 343 conserved miRNAs (Additional file 1: Table S1-4). Combining the data from two libraries, a total of 347 unique mature miRNAs were identified, which belong to 123 families, including 326 miRNAs that overlapped between the two libraries, 4 and 15 miRNAs that were detected only in the big-size and small-size libraries, respectively. 

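Tags identical to the sequence listed in Table S2 were found for 289 of the 347 known miRNAs in the big-size library and for 310 in the small-size library. Of these, 276 were found in both libraries, 13 only in the big-size library and 34 only in the small-size library, and 24 had no identical tag in either. The 347 names correspond to 339 distinct sequences. Reads of identical tags made up 72.3% and 72.5% of the reads assigned to known miRNAs in the big-size and small-size libraries, respectively. When tags that differ only in length at the 3′ end were counted too, 324 miRNAs were found in the big-size library, 323 in the small-size library and 312 in both.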

The reads of these miRNAs were ranged from 1 to 2,649,630, indicating that not only highly expressed miRNAs but also weakly expressed miRNAs were identified by Solexa sequencing. 

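The reads of identical tags ranged from 1 to 2649630. A single read supported 21 miRNAs in the big-size library and 25 in the small-size library, and the median was 40 and 47 reads, respectively, over all 347 names.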

From the 5,406 unique sequences, a total of 60 duplex-like miRNA: miRNA* pairs were obtained, in which the mature miRNAs and miRNA*s (miR-#-5p and miR-#-3p) align to the 5′ and 3′ end regions of the precursors, respectively (Additional file 3: Table S2). Recently, some miRNA* sequences (miR-#-3p) were reported as mature functional miRNAs with abundant expression, and miRNA/miRNA* ratios may vary dramatically in different stages of development [25]. In *M. amblycephala*, it was found that most of the miR-#-3p (miRNA*s) were detected at the same or relatively low expression levels than miR-#-5p. It is suggested that the expression level of miR-#-3p mainly relied on degradation degree and degradation rate, because both strands of miRNA duplex were necessarily produced in equal amounts by transcription. However, some miR-#-3p showed relatively higher expression levels than miR-#-5p (such as miR-206-3p, miR-199-3p, miR-124-3p). 

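Of the 60 pairs, 57 had reads of an identical tag in the big-size library and 58 in the small-size library. The 3p strand had more reads than the 5p strand in 26 pairs in the big-size library and in 25 pairs in the small-size library, and fewer in 30 and 33 pairs. Among the pairs with at least 100 reads in total, the 3p strand was the more abundant in 15 of 33 and 15 of 35. With the read counts that Table S2 lists in place of identical tags, an alternative chosen after seeing the data, the 3p strand had more reads in 23 and 20 of the 60 pairs. For some pairs these listed counts do not separate the strands. In the big-size library mam-miR-206-5p is listed with 327380 reads, those of the identical 3p tag. Both strands of mam-miR-221 are listed with 38157. This alternative is therefore no check on the strand balance.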

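The mam-miR-206-3p sequence had 327380 reads in the big-size library and 261951 in the small-size library, and no read was identical to the listed mam-miR-206-5p sequence. For mam-miR-199, the listed 3p sequence had 1496 reads against 7 of the listed 5p sequence in the big-size library and 1663 against 13 in the small-size library, a 3p share of 99.5% (95% exact interval 99.0 to 99.8%) and 99.2% (98.7 to 99.6%). With tags that differ only in 3′ length counted too, the reads were 1930 against 130 and 2097 against 118. The share thus depends on the forms counted. Reads of mam-miR-199-3, which starts later on the 3p strand, are in none of these counts. With its 3′ length forms it had 20564 and 20517 reads, so these counts understate the 3p strand. For mam-miR-124, the 3p strand had 25516 and 35096 reads, and no read was identical to the listed 5p sequence. From the abundance of such 3p strands, the paper proposes that they may have a functional role in regulating gene expression.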

The relatively high number of reads of these miRNA*s indicates that it may play a functional role in regulating gene expression. Such a phenomenon has also been described in several previous studies [22,24].

For the two libraries, more than 8 million sequences corresponding to 85.86%, 86.26% of all clean reads were annotated to known miRNAs, respectively, showing that our sRNA libraries were highly enriched with mature miRNAs. 

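The tags assigned to known miRNAs numbered 2710 in the big-size library and 2694 in the small-size library. They held 8171599 reads, 85.86% of the clean reads (95% Wilson interval 85.84 to 85.89%), and 8240347 reads, 86.26% (86.24 to 86.28%), respectively. The intervals do not overlap, so the difference between the libraries exceeds counting error, but no replicate is there to compare it with. As a share of the reads of listed tags in place of all clean reads, the values were 99.1% and 99.3%.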

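Of the reads assigned to known miRNAs, 94.7% began with U in the big-size library (95% Wilson interval 94.7 to 94.8%) and 93.9% in the small-size library (93.8 to 93.9%). At 22 nt the share was 96.1% and 95.3%, and at 26 nt it was 20.0% and 24.7%. The share depended most on the weight given to abundant tags. Counted as unique sequences, 39.4% of the tags in the big-size library and 39.0% in the small-size library began with U, and A was the next most frequent with 29.0% and 28.6%. Without the let-7 family, U opened 88.7% and 85.4% of the reads.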

The identified sequences being 18 ~ 26 nucleotides in length from two libraries showed a strong bias for U in the first nucleotide (Additional file 4: Figure S2). 

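The most abundant listed sequence was mam-let-7a-5p, with 2393380 reads in the big-size library, 25.1% of the clean reads, and 2649630 in the small-size library, 27.7%. It was followed in the big-size library by mam-miR-1-3p with 1106855 reads, mam-miR-122-5p with 550640, mam-let-7b-5p with 356355 and mam-miR-206-3p with 327380. In the small-size library the next were mam-miR-1-3p with 894973 reads, mam-miR-128 with 362818, mam-miR-122-5p with 362486 and mam-let-7b-5p with 289308. The log2 ratio of mam-let-7a-5p, small-size over big-size, was 0.14 (95% exact interval 0.14 to 0.14).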

For the miRNAs that have already been identified and validated, mam-let-7a-5p has the highest expression in both libraries, with 2,393,380 and 2,649,630 sequences in big-size and small-size libraries, respectively. These data were in agreement with other studies of miRNAs [22,26,27], showing that let-7a ranked among the highest expressed miRNAs in the muscle. 

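The tag identical to the listed mam-miR-1-5p sequence maps to chromosome 23 of Zv9 from 7137177 to 7137198, on the plus strand. It had 31 reads in the big-size library and 12 in the small-size library. The sequence of the opposite strand, mam-miR-1-3p, had 1106855 and 894973 reads. Its log2 ratio, small-size over big-size, was -0.31 (95% exact interval -0.32 to -0.31).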

The mam-miR-1-5p, a muscle specific miRNA, was also abundant in both libraries which has been implicated in the determination of the differentiated state of muscle cells and in myogenesis [28,29]. The mam-miR-122 was also dominant in both libraries belongs to a liver specific miRNA family which is implicated in fatty acid and cholesterol metabolism [30,31]. 

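The tag of mam-miR-122-5p maps to 1 location, on chromosome 21 of Zv9 from 9416786 to 9416807, on the minus strand. It had 550640 reads in the big-size library, 5.79% of the clean reads (95% Wilson interval 5.77 to 5.80%), and 362486 reads in the small-size library, 3.79% (3.78 to 3.81%). The log2 ratio, small-size over big-size, was -0.61 (95% exact interval -0.61 to -0.60). With tags that differ only in 3′ length counted too, the reads were 1067653 and 803808, a smaller relative difference. The interval covers neither this choice nor that of the scaling.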

Previous studies have shown that miR-122 was characterized as the most frequent miRNA isolated in the adult liver, reaching around 70% of all cloned miRNAs [32]. This tissue-specific miRNA is also thought to establish patterns of gene expression and may be responsible for maintaining tissues differentiated states [33,34]. In contrary to let-7a-5p, miR-122, the numbers of some miRNAs (such as miR-132b, miR-183, miR-218b and miR-430) was less than 5 reads in both libraries.

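Identical tags gave 1 read of mam-miR-132b in the big-size library and 0 in the small-size library, and 1 read of mam-miR-183 in each. For mam-miR-218b there were 0 reads in the big-size library and 2 in the small-size library, and for mam-miR-430 0 and 1. A difference between the libraries was not detectable at these counts.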

### Novel miRNAs prediction

Since the genome data of *M. amblycephala* is unavailable, the unannotated small RNAs that could be mapped to the zebrafish genome sequences were subjected to novel miRNA prediction analysis of their secondary structure, the Dicer enzyme cleavage site and the minimum free energy using Mireap software ( https://sourceforge.net/projects/mireap/). The approach was used to predict novel miRNAs relies on the phylogenetic conservation of the sequences, and this would cause unidentified novel miRNAs. According to the criteria for miRNAs used in this study, we finally obtained 22 putative novel miRNAs in *M. amblycephala*. Of these novel miRNAs, 14 novel miRNAs were found in both libraries, while 3 novel miRNAs were identified only in the big-size group and 5 novel miRNAs were identified only in the small-size group (Additional file 5: Table S3). 

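The mature sequences of the 22 predicted miRNAs in Table S3 comprise 25 distinct sequences. With identical tags, 20 of the predicted miRNAs had reads in both libraries, 2 (mam-miR-novel2 and mam-miR-novel3) only in the big-size library and 0 only in the small-size library. The counts behind the exclusive names were small, with 5 reads of mam-miR-novel2 and 4 of mam-miR-novel3.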

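Tags identical to the predicted mature sequences held 750 reads in the big-size library and 1026 in the small-size library, which is 0.00788% and 0.0107% of the clean reads. The median was 6.5 and 11.5 reads per predicted miRNA, against 40 and 47 per known miRNA. The most abundant was mam-miR-novel10 with 386 and 674 reads. Tags that differ by up to 2 nt at the 3′ end raised the sums to 2020 and 2461 reads, some of which also fit a sequence of Table S2.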

Intriguingly, the sequencing frequencies of these novel miRNAs (1,467 in big-size group, 2,130 in small-size group) were much lower than that of conserved miRNAs in the big-size and/or small-size groups’ libraries. The same pattern has also been reported in other species [22,24], which suggests that novel miRNAs are usually weakly expressed while conserved miRNA genes are highly expressed. In addition, the length of the novel miRNA sequences varied from 21 to 23 nt, with a distribution peak at 22 nt (63.89%). 

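Of the 25 distinct predicted sequences, 8 were 21 nt, 12 were 22 nt and 5 were 23 nt long, so that 48% were 22 nt. Weighted by reads, 34% of the reads in the big-size library and 19.7% in the small-size library were 22 nt, and 53.5% and 67.4% were 23 nt. The weighted shares depend largely on 1 predicted miRNA, mam-miR-novel10, which is listed at 23 nt. It held 386 of the 750 reads in the big-size library and 674 of the 1026 in the small-size library.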

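Among the 25 distinct predicted sequences, 9 (36%) began with U. Weighted by reads, U opened 90% of the reads of predicted miRNAs in the big-size library and 88.8% in the small-size library. Most of these reads are of mam-miR-novel10, which begins with U.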

The novel miRNAs identified from the two libraries had the same characteristics with the conversed known miRNAs, which have a strong bias for U in the first nucleotide (Additional file 6: Figure S3). Many studies had showed that one notable feature of miRNAs was an overwhelming bias for U at the first position [35,36].

### Differentially expressed miRNAs

We summarized the common and specific sequences between the big-size and small-size libraries of *M. amblycephala*. Totally, 19,069,714 sRNAs were obtained in total, which included 18,885,300 (189,455 unique) sRNAs in two samples. Thereinto, 100,913 sRNAs that represent 90,385 unique sRNAs were only detected in the big-size group, and 83,501 sRNAs that represent 72,286 unique sRNAs were discovered in the small-size group. The expression of miRNA in two samples was shown by plotting Log2-ratio figure and Scatter Plot (Figure 3). Nineteen conserved miRNAs and 8 novel miRNAs which differentially expressed (*P* < 0.05) between two groups were found (Additional file 7: Table S4). Of the 27 differentially expressed miRNAs, 11 miRNAs and 16 miRNAs had higher expression in the big-size and small-size groups, respectively.

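Of the 369 known and predicted miRNAs, 244 reached a normalized expression of 1 in at least 1 library and were tested with the Audic-Claverie exact conditional test. The methods of the paper give the formula with normalized expression levels, whereas reads were put into it here. By the thresholds of the paper, 28 miRNAs differed between the libraries, 9 with higher expression in the big-size library and 19 in the small-size library. Of these 28 names, which stand for 26 distinct sequences, 26 were known and 2 predicted, and 26 remained after Benjamini-Hochberg adjustment. They include 12 of the 27 miRNAs of Table S4, of which mam-miR-novel6 had the opposite direction to that given there, and 23 of the 27 had the same direction. Predicted miRNAs were matched by name, and the numbering of Table S4 may differ from that of Table S3. With tags that differ only in 3′ length counted too, 16 of the 27 were called, and with the counts listed in Table S2, chosen after seeing the data, 19. The alternative that moved the number most was to drop the fold threshold, which left 151 miRNAs. With at least 100 reads in 1 library required, 15 were called, 3 higher in the big-size library and 12 in the small-size library. Some calls rest on few reads of a short listed form. The identical tag of mam-miR-30a-5p had 14 and 4 reads, against 130 and 101 with tags that differ only in 3′ length. The split by direction depended on the scaling. With edgeR TMM factors in place of the clean read totals, 16 miRNAs were higher in the big-size library and 11 in the small-size library.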

**Figure 3:**
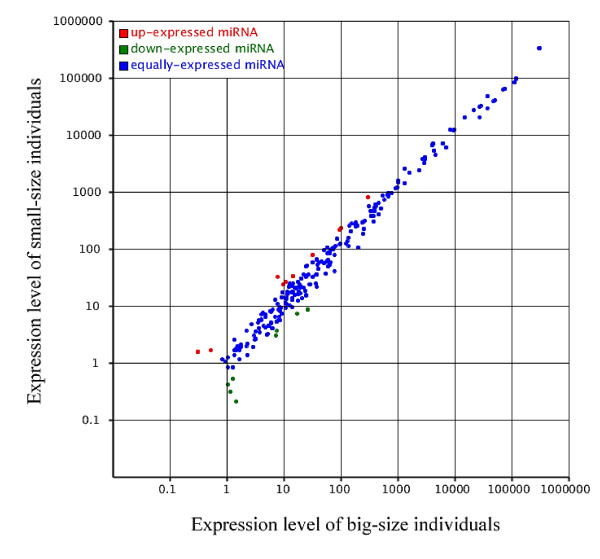
**Scatter plot map for miRNA expression levels in the big-size and small-size groups of *M. amblycephala.*** Each plot represents an individual miRNA. It reflected the proportion of miRNAs that have greater number in the big-size and small-size groups, respectively.

These differentially expressed miRNAs were sequenced at varying frequencies. Some miRNAs such as mam-miR-462, mam-miR-92a, mam-miR-92, were detected with relatively high sequence counts both in the big-size and small-size libraries, although their abundance differed substantially. Subsequently, we compared the differentially expressed miRNAs that have the relatively high reads numbers in both libraries. 

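The mam-miR-462 sequence, on chromosome 8 of Zv9 from 26935261 to 26935283, had 2231 reads in the big-size library and 5825 in the small-size library, a log2 ratio (small-size over big-size) of 1.38 with a 95% exact interval of 1.31 to 1.45. The listed sequences of mam-miR-92 and mam-miR-92a are the same, so both names share 703 and 1822 reads and a log2 ratio of 1.37 (1.242 to 1.496). For mam-miR-23b there were 139 and 375 reads, a log2 ratio of 1.43 (1.14 to 1.72; Audic-Claverie exact test, p = 7.16e-26). The scaling moved these ratios most. With edgeR TMM factors they were 1.02 for mam-miR-462, 1.01 for mam-miR-92 and mam-miR-92a and 1.07 for mam-miR-23b, close to the threshold of 1 but still past it. From the higher expression in the small-size library and earlier studies of these miRNAs, the paper proposes that they may be associated with immunity and disease of fish.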

The expression level of mam-miR-462 (7,665 reads), mam-miR-92a (1,882 reads), mam-miR-92 (2,083 reads) and mam-miR-23b (375 reads) was more than 2 fold higher in the small-size library than that in the big-size library. Remarkably, studies indicated that mam-miR-462 was up-regulated with viral haemorrhagic septicaemia virus (VHSV) infection in zebrafish [36] and rainbow trout [37]. Similarly, mam-miR-92a, mam-miR-92 and mam-miR-23b were associated with proliferation of myeloid cells and biosynthesis of interleukin [38,39]. This result suggests that these miRNAs at high expression level in small-size group may be associated with immunity and disease of fish. In contrast, the sequencing frequencies of some miRNAs, including mam-miR-10b-5p, mam-miR-10d-5p, mam-miR-133b-5p, mam-miR-9b-3p, mam-miR-novel11, mam-miR-novel19, mam-miR-novel21, mam-miR-novel22, mam-miR-novel6, mam-miR-2187-5p, and mam-miR-551, were low in both of the libraries. It is possible that these miRNAs are expressed at low levels in certain cell types and/or under certain conditions.

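Among the known miRNAs named, identical tags of mam-miR-10b-5p had 102 reads in each library, a log2 ratio of -0.01 (95% exact interval -0.42 to 0.40). Reads were fewer for mam-miR-10d-5p (0 in the big-size library and 4 in the small-size library), mam-miR-133b-5p (3 and 2), mam-miR-9b-3p (1 and 0), mam-miR-2187-5p (0 and 2) and mam-miR-551 (6 and 2). These 5 were under a normalized expression of 1 in both libraries and were not tested. Among the predicted miRNAs, mam-miR-novel6 had 2 and 17 reads, mam-miR-novel11 had 5 and 11, mam-miR-novel19 had 57 and 59, mam-miR-novel21 had 8 and 15 and mam-miR-novel22 had 2 and 4. Of these predicted miRNAs only mam-miR-novel6 was past both thresholds, with a log2 ratio of 3.08 (Audic-Claverie exact test, p = 0.00075).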

Quantifying the differentially expressed miRNAs in the different tissues is an important initial step to investigate the fundamental functions of these miRNAs. We used stem-loop RT-PCR to validate and profile the expression of the differentially expressed miRNAs in 10 tissues of *M. amblycephala*, including brain, heart, intestine, gonad, gill, liver, muscle, kidney, spleen and eye (Figure 4). The results indicated that the expression of conserved miRNAs was significantly higher than that of the novel miRNAs. Intriguingly, mam-miR-novel4 and mam-miR-novel18 were expressed at higher levels than the identified conserved miRNAs in spleen which belong to the key tissue for fish immunity and hematopoiesis [40]. Simultaneously, mam-miR-novel12 and mam-miR-novel18 were expressed at relatively high levels in gonad. These results suggest that mam-miR-novel4, mam-miR-novel12 and mam-miR-novel18 may play roles in the immune regulation and gonad development of *M. amblycephala*. However, these novel miRNAs in the tissues of *M. amblycephala* were expressed at relatively low levels, which coincided with the miRNA profile by sequencing and suggest that novel miRNAs are usually weakly expressed while conserved miRNAs are highly expressed [24,35]. Remarkably, most of the conserved miRNAs are highly expressed in brain, heart, muscle and liver. Mam-miR-462 and mam-miR-26b exhibited high levels of expression in all tissues examined except liver and gonad. Ubiquitous expression of these miRNAs indicates that they may be involved in many fundamental functions. For example, mam-miR-462 is not only associated with type I interferons, which besides their anti-viral effects are known to have major immune regulatory roles in mammals [37], but also involved in vitellogenesis in oviparous animals [36]. Mam-miR-92a and mam-miR-212 showed tissue specific expression patterns, which were highly expressed in brain and heart. Generally, the expression of mam-miR-92a and mam-miR-212 varied substantially among the ten tissues examined.

**Figure 4:**
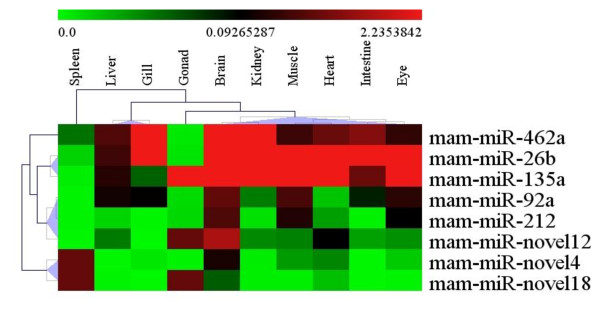
**Heat map showing the 8 differentially expressed miRNAs expression patterns in 10 tissues measured by stem-loop RT-PCR.** Relative expression levels of the 8 differentially expressed miRNAs were measured in terms of threshold cycle value (Ct) and were normalized to 5S rRNA. The expression data were analyzed by hierarchical clustering for both tissues and genes.

### Sequence variants and editing of bases in the seed region

Variants of miRNAs, called isomiRs, are commonly reported in deep-sequencing studies. IsomiRs are encoded by the same pre-miRNAs and exhibit sequence variations from the reference miRNAs in miRBase [41]. In this study, such phenomenon was also observed. The sequencing results with the Solexa sequencing found that the majority identified miRNAs showed length and sequence heterogeneity. 

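Variants were read from the Zv9 positions of the tags, for tags with at most 20 locations that lie within 6 nt of a listed sequence and match it where they overlap. In the big-size library 72.3% of the reads were identical to the listed sequence, 23.6% differed at the 3′ end only, 0.902% at the 5′ end only and 3.17% at both ends. In the small-size library the shares were 72.6%, 23.0%, 0.863% and 3.44%. Missing nucleotides at the 3′ end accounted for 10.8% and 9.66% of the reads, and added nucleotides for 12.8% and 13.4%. Of the reads of variants, 85.3% in the big-size library and 84.3% in the small-size library changed at the 3′ end only. Counted as unique sequences, which moved this share most, the values were 43.7% and 43.9%. Of the 203 miRNAs with at least 10 reads, 198 had a variant in each library.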

The length variations in abundant occurred predominantly in the 3′ end of the miRNAs, mainly in the form of missing nucleotides and/or terminal additions of nucleotides. Furthermore, in the majority of the identified miRNAs, frequent nucleotide variations were observed, particularly in the 3′ end, of which some exhibited mismatches to their genomic precursor sequences. 

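Tags that extend a listed sequence by 1 nucleotide at the 3′ end held 1042915 reads in the big-size library and 1120951 in the small-size library. The added nucleotide was U in 89.0% and 86.5% of these reads, C in 6.18% and 7.79%, A in 3.16% and 3.50% and G in 1.67% and 2.23%. Counted as unique sequences, U was added in 32.3% and 33.8% and A in 26.8% and 25.3%. Templated and non-templated additions were not told apart, because no precursor sequence of this species was used here.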

The non-templated nucleotides most commonly added at the 3′ terminal ends of mature were most prominently uridine and adenine. A typical example was mam-let-7b-5p, in which the length varied from 18 to 24 nucleotides (Figure 5). 

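The listed mam-let-7b-5p sequence, TGAGGTAGTAGGTTGTGTGGTT, is 22 nt long and had 356355 reads in the big-size library and 289308 in the small-size library. Forms that differ from it only in 3′ length ranged from 18 to 24 nt. In the big-size library there were 619 reads at 18 nt, 46708 at 21 nt, 257228 at 23 nt and 80 at 24 nt, and in the small-size library 231, 41904, 242486 and 79. The tags that Figure 5 shows with 204124, 32321 and 15951 reads differ from the listed mam-let-7b-5p sequence by G17A, counted from 1 at the 5′ end, and are prefixes of the listed mam-let-7c sequence.

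**Figure D1:**
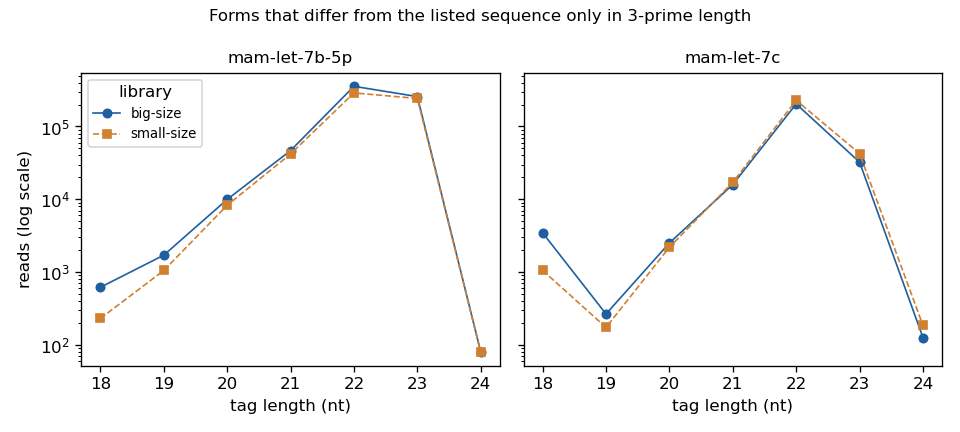
Reads (log scale) against tag length in nt for forms that differ only in 3′ length from the listed mam-let-7b-5p (left) and mam-let-7c (right), with 1 point per library and length. Reads of mam-let-7b-5p peak at 22 nt, with 356355 reads in the big-size and 289308 in the small-size library, and those of mam-let-7c also at 22 nt, with 204124 and 228796 reads. The mam-let-7c points at 18 nt, 3462 and 1054 reads, are of a tag that is equally a shortened mam-let-7a-5p.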

The length variations occurred predominantly in the 3′ end of the mam-let-7b-5p, as also observed for other miRNAs identified in this study. The same pattern has previously been reported in pig [26], showing that essentially all miRNAs have length and/or end-sequence variation. These length variations were suggested to arise from variability in Dicer and Drosha cleavage positions or by end-processing, whereas the nucleotide variations are likely to be generated after miRNA maturation. Additional 3′ non-template nucleotides in isomiRs may contribute to miRNA stability and play a key role in miRNA. The studies found isomiRs with 3′ end additions may increase miRNA stability in Drosophila [41] and be involved in the pathogenesis of many human diseases [42], and also attenuated the effectiveness of some specific miRNAs [43,44]. The significance of these nucleotide additions for miRNAs function remains to be determined.

**Figure 5:**
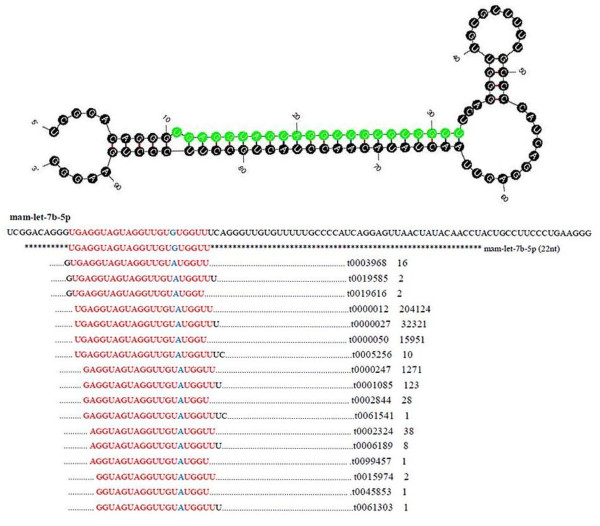
**Details of mam-let-7b-5p isomiRs including sequence count.** A portion of the miRNA precursor, multiple isomiRs with their sequence counts and the pre-miRNA secondary structure with dominant cleavage sites are presented. The most abundant mature miRNAs are indicated by the sequence in green.

Some isomiRs, detected with single nucleotide substitutions including transition and transversion, possibly represent the result of pre-miRNA editing. These end-sequence variations are intriguing as they may allow miRNA variants to perform distinct roles by influencing miRNA/target mRNA hybrid duplex formation. Of the 5,166 single nucleotide substitutions observed in two libraries, the most prominent were G-to-U (15.9%), U-to-C (12.1%), G-to-A (11.2%), and A to G (11.2%), which was similar to several previous studies [26,45]. 

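Among the listed tags, 181 had the length of a Table S2 sequence and differed from it at 1 position, 91 in the big-size library and 90 in the small-size library. A tag present in both libraries counts in each, and the 181 tags are 97 distinct sequences. By type, U-to-C made up 16.0% of these tags, A-to-G 13.3%, C-to-U 12.7%, U-to-G 9.39%, and G-to-U, G-to-A, A-to-C and A-to-U 8.29% each. Of the 181 tags, 128 are also length variants of another listed sequence. Without those, which is a choice made after seeing the data, 53 tags (30 distinct sequences) remained. Tags that neither matched a known miRNA nor mapped to the zebrafish genome are not analysed here.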

To perform deep mining of the dataset, we used a computational method to search for base editing in the seed region. In our analysis pipeline, miRNAs which might have the editing in the seed region can be detected by aligning un-annotated sRNA tags with mature miRNAs from miRBase 19.0. The results showed that the total 1,372 mature miRNAs in two libraries displayed single nucleotide substitution in the seed sequence (Figure 6). The edited sites mainly occurred at 5 ~ 8 position (98.2%) in the mature miRNAs. The single nucleotide substitution in the seed sequence was not detected at position 2 ~ 3 in the mature miRNAs. Therefore, the relatively high number of the edited sites occurred at 5 ~ 8 position suggest that the nucleotide at 5 ~ 8 may play a functional role in target mRNA hybrid duplex formation. 

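In the seed, positions 2 to 8 from the 5′ end, 2 of the 181 tags carried a substitution, 1.10% of the tags with 18 reads together. Both were at position 5. The un-annotated tags in which the paper searched for seed substitutions are analysed here only where they mapped to the zebrafish genome.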

Many studies indicated that sRNA sequences not perfectly matching the genome are often detected in high-throughput sequencing of the sRNA, and these mismatched sequences are also often attributed to experimental sequencing errors [46]. However, succedent report demonstrated that “sequencing errors” may be the result of post-transcriptional modifications of RNA [47]. Therefore, we presume that the nucleotide substitutions in this study may be attributed to post-transcriptional modifications of RNA. Additionally, it seems that the base editing in seed region of miRNAs in this study invariably correlated with the abundance of miRNAs. 

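With 2 tags in the seed, a correlation restricted to the seed could not be computed from the listed tags. Over all positions, the number of substitution tags of a miRNA and the log10 of its reads were compared across 315 known miRNAs, which are not independent replicates. Spearman's rho was 0.056 (permutation test, p = 0.327) and Pearson's r was 0.065 (permutation test, p = 0.251). Among the 12 coefficients of this family, the Benjamini-Hochberg adjusted values of these were 0.491 and 0.43. Without the let-7 family rho was 0.020 (permutation test, p = 0.727). The setting that moved rho most, chosen after seeing the data, left out both the let-7 family and the tags that are length variants of other listed sequences, and gave 0.123 (permutation test, p = 0.0347, adjusted 0.246).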

Interestingly, there was a positive correlation between the number of the base editing of miRNAs in the seed region and the sequencing abundance, and more future studies are required to functionally validate this conclusion.

**Figure 6:**
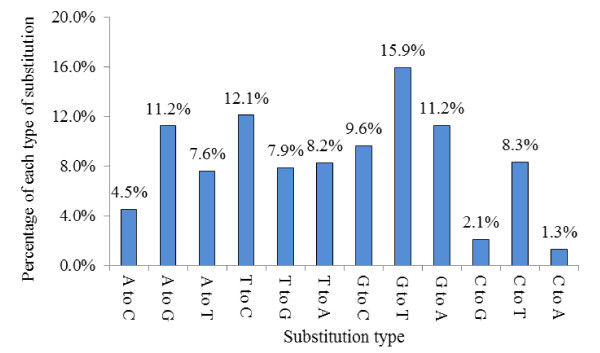
**Histogram displaying the single nucleotide mismatches in the miRNAs seed region sequence when aligning un-annotated sRNAs tags with mature miRNAs from miRBase19.0.** The axis represents the percentage comparing of the observed count of each type to the total count of all of substitution type. Substitutions listed on the abscissa are from DNA (genome) to RNA (small RNA sequence).

### Target prediction of differently expressed miRNAs and KEGG pathway

The identification of miRNA targets is an important step to describe the function of miRNAs well. Computational approaches have been used in many studies as an effective strategy to predict miRNA targets [22-24]. The conventional point of view is that miRNAs regulate target genes by binding to the 3′ UTRs of target mRNAs, and multiple binding sites for multiple miRNAs in 3′ UTRs can strongly enhance the degree of regulation. Recently, many studies have also demonstrated that a large number of miRNA binding sites reside in the 5′ UTR and the coding sequence of mRNAs [48]. A total of 1,901 targets (1,371 unique targets) included 154 EST sequences of *M. amblycephala* were predicted for the 24 highly significant differently expressed miRNAs (*P* < 0.01), which were identified in this study. The predicted targets for the differently expressed miRNAs were shown in Additional file 8: Table S5. Some predicted targets were likely to be targeted by multiple miRNAs at multiple targeting sites. Typically, insulin-like growth factor binding protein 2a (NM_131458) can be targeted by five miRNAs, including mam-miR-462, mam-miR-1-1, mam-miR-122-2, mam-miR-novel 12 and mam-miR-novel 6.

The predicted target genes were classified according to KEGG functional annotations to identify pathways that were actively regulated by miRNA in *M. amblycephala* (Additional file 9: Table S6). Intriguingly, the most over-represented miRNA targets belonged to the metabolic pathways, which is described as a set of complex metabolic networks [49], such as lipid metabolism, carbohydrate metabolism, amino acid metabolism, and energy metabolism. This complex network performs a variety of anabolic and catabolic tasks [50], which serve to transfer part of the chemical energy of the substrate to ATP (or its equivalents) or to NADPH for use in other cell functions, and convert precursor molecules into compounds from which macromolecules, including proteins, complex carbohydrates, nucleic acids, and lipids [51]. Another pathway targeted by the differentially miRNAs was the MAPK signaling pathway, which is a key signaling pathway in skeletal muscle of fish, where its activation is absolutely indispensable for muscle cell proliferation [52]. In fish, the MAPK/ERK can be activated by the insulin-like growth factor-I (IGF-I) in primary cultures of myosatellite cells [53,54], which is a key regulatory hormone that controls growth in vertebrates [55]. Likewise, the insulin signaling pathway was also found to be enriched in our results. Insulin is the most potent anabolic hormone, mediating a wide spectrum of biological responses, including the synthesis and storage of carbohydrates, lipids and proteins and inhibiting their degradation and release back into the circulation [56].

Furthermore, pathways associated with phagosome, biosynthesis of secondary metabolites, tight junction, protein processing in endoplasmic reticulum, purine metabolism, endocytosis, adheren junctions, cell adhesion molecules, regulation of the actin cytoskeleton, focal adhesion, cell cycle and chemokine signaling pathway were all significantly enriched, indicating the role of the differentially expressed miRNAs in the regulation of cell motility, cell proliferation, the cytoskeleton, cell nutrition, communication between cells and the extracellular matrix. Moreover, enriched pathways for neuroactive ligand-receptor interaction, axon guidance and the neurotrophin signaling pathway, suggest that the differentially expressed miRNAs participate in nervous system development and function. On the whole, the results indicated that these differentially expressed miRNAs were involved in regulating growth and metabolism of *M. amblycephala*. It is, however, important for future studies to functionally validate the predictions of these differentially expressed miRNA targets.

## Conclusion

In summary, we identified 347 distinct conserved miRNAs and 22 novel miRNAs from growth related tissues (brain, pituitary, liver and muscle) at different stages of *M. amblycephala* using Solexa sequencing. Our study provides the first large-scale characterization of miRNAs in *M. amblycephala* and miRNA expression in response to the high and low growth rates. The expression levels of these miRNAs displayed a large range, and many of these miRNAs showed differential expression between the big-size and small-size groups. Function annotation of the predicted target genes of the differentially expressed miRNAs revealed a broad range of the metabolic pathways and biosynthesis processes. These findings support the hypothesis that certain miRNAs along with their target genes might be essential in the intricate growth regulation networks, and it will be critical to develop new strategies for the molecular breeding of *M. amblycephala.*

## Methods

### Animals and tissue collection

All experimental animals were derived from offspring of *M. amblycephala* selective population, which were bred in the Ezhou Fish Breeding Base of College of Fisheries, Huazhong Agricultural University. All experimental procedures involving fish were approved by the institution animal care and use committee of the Huazhong Agricultural University. Tissue samples were collected from individuals in big-size group and small-size group, which were selected from the same families, including 3-month-old, 6-month-old, 12-month-old and 18-month-old stages, with 6 individuals from each stage, respectively*.* The fish were anaesthetized in well-aerated water containing the 100 mg/L concentration of tricaine methanesulfonate (MS-222) before tissue collection. Tissue samples including muscle, heart, liver, kidney, gill, spleen, gonad, intestines, pituitary and brain were immediately collected to extract total RNA. The samples were snap-frozen in liquid nitrogen and stored at −80°C.

### Small RNA isolation and cDNA library construction

For Solexa sequencing, tissue samples including brain, pituitary, liver and muscle from the big-size and small-size groups were collected within the same population, respectively. Total RNA was isolated from each sample using Trizol reagent (TaKaRa, Dalian, China) according to the manufacturer’s protocol. RNA quality and quantity was measured using the NanoDrop 2000 (Thermo Scientific, Wilmington, DE, USA). All the samples were standardized to 500 ng/μL, and equal volumes of the tissue samples from different individuals in the same group were combined into one pool.

Two small RNA (sRNA) libraries were constructed for brain, pituitary, liver and muscle tissues from the big-size and small-size groups, respectively. Briefly, small RNAs of 16–30 nt in length were first isolated from the total RNA by size fractionation, and these small RNAs were ligated to with 5′-RNA and 3′-RNA adapters and then reverse transcription PCR using the RT primer was used to create cDNA. Subsequently, a PCR reaction was performed using primers complementary to the two adaptors. The amplified cDNA constructs were purified and sequenced by Illumina/Solexa technology (BGI, Shenzhen, China).

### Sequence data analysis

The resulting images were analyzed using the GENOME ANALYZER PIPELINE Software (version 1.0, Illumina) generating the raw fastq files. The raw reads obtained from Solexa sequencing were processed by summarizing data production, evaluating sequencing quality, calculating the length distribution of small RNA reads. In a fastq format file, one sequence tag (called one “read”) is represented by four lines. The second line is the sequence. The fourth line represents the sequencing quality of this read, which ranges from 0 to 41. This quality will be used in the criteria for filtering out low quality reads. The relationship between sequencing error rate (E) and sequencing quality (*sQ*) is shown in the below formula:

(1) sQ=−10×logE1−Elog10;

(2) $$Y=e^{\frac{\mathrm{sQ}}{-10\times \log10}};$$

(3) $$E=\frac{Y}{1+Y.}$$

Low quality reads were trimmed and reads containing poly A stretches, reads less than 18 nt and adaptor sequences were accurately clipped with the aid of a dynamic programming algorithm. Subsequently, the remaining clean reads were analyzed by BLAST against the Rfam ( ftp://ftp.sanger.ac.uk/pub/databases/Rfam/) database and the GenBank noncoding RNA database ( http://blast.ncbi.nlm.nih.gov/) to annotate rRNA, tRNA, snRNA, repeat associate sRNA, and other ncRNA sequences, and then aligned to exons and introns of mRNA to find the degraded fragments of mRNA in small RNA tags. The common and specific reads of two samples were summarized, including the summary of unique reads and total reads. The clean reads were mapped to the zebrafish genome with a tolerance of one mismatch in the seed sequence by SOAP [57] to analyze their expression and distribution on the genome.

In addition, miRNA identification was performed by comparing the data from two libraries with the known mature miRNAs and the miRNA precursor of all plants and animals in miRBase19.0 ( http://www.mirbase.org/), showing the sequence and count of miRNA families which can be found. Subsequently, we analyzed the base bias on the first position of identified miRNAs with certain length and on each position of all identified miRNAs, respectively. The sequences that are not identical to the conserved miRNAs were used to BLAST against the zebrafish genome to identify potential novel miRNAs using the SOAP software. Sequences with a perfect match or with one mismatch were retained for further analysis. We used Mireap software ( https://sourceforge.net/projects/mireap/) to predict novel miRNA by exploring the secondary structure, the Dicer cleavage site and the minimum free energy of the unannotated small RNA tags which could be mapped to the zebrafish genome. Then the prediction of novel miRNA candidates were summarized, including the base bias on the first position among small RNA candidates with certain length and on each position among all small RNA candidates. Based on this summary, the prediction accuracy could be assessed according to the base bias of known miRNAs.

### Differential expression analysis

To compare the miRNA expression between two libraries to find out the differentially expressed miRNAs, the expression of miRNA in two libraries (big-size group and small-size group) were normalized to obtain the expression of transcripts per million using the following formula: Normalized expression = (Actual miRNA count/Total count of clean reads)*1,000,000. If the normalized expression of a given miRNA is zero, its expression value will be modified to 0.01. If the normalized expression of a given miRNA is less than 1 in both samples, this miRNA is removed in future differential expression analysis. Then, the fold-change and *P*-value were calculated from the normalized expression using the formula. The procedures are shown as below:

$$\text{Fold}\;\text{change}=\text{lo}g_{2}\left(\text{big}-\text{size}\;\text{group}-\mathrm{NE}/\text{small}-\text{size}\;\text{group}-\mathrm{NE}\right)$$

P-value formula:

$$p\left(x\left|y\right)\right)=\left(\frac{N_{2}}{N_{1}}\right){\frac{\left(x+y\right)!}{x!y!{\left(1+\frac{N_{2}}{N_{1}}\right)}^{\left(x+y+1\right)}}}_{D\left(y\geq y_{\max}\left|x\right)\right)=\sum_{y\geq y_{\max}}^{\infty }p\left(y\left|x\right)\right)}^{C\left(y\leq y_{\min}\left|x\right)\right)=\sum_{y=0}^{y\leq y_{\min}}p\left(y\left|x\right)\right)}$$

The N1 and x represent total count of clean reads and normalized expression level of a given miRNA in sRNA library of the big-size individuals’ tissue samples, respectively. The *N2* and *y* represent total count of clean reads and normalized expression level of a given miRNA in sRNA library of small-size’ tissue samples, respectively. When |log2 (big-size group/small-size group) | oupll-size mall0.05, it was be seen as differential expression.

Quantitative stem-loop RT-PCR with SYBR Green PCR Master Mix (Applied Biosystems) was performed to profile the expression levels of the differential expressed miRNAs in 10 tissues. Total RNA from heart, liver, spleen, kidney, muscle, intestine, brain, gill, gonad and eye of *M. amblycephala* was isolated using Trizol reagent (Invitrogen) following the recommendations of the manufacturer, and real-time quantification of miRNAs was performed by stem-loop RT-PCR. Briefly, eight primers of differential expressed miRNAs for stem-loop RT-PCR were designed according to descriptions in prior study [58] (Additional file 10: Table S7). Real-time PCR was carried out on a Rotor-Gene Q real-time PCR Detection System (QIAGEN, Germany) according to the manufacturer’s instructions, and all real-time reactions were performed in triplicate. Relative expression levels of the novel miRNAs were measured in terms of threshold cycle value (Ct) and were normalized to 5S rRNA using the equation 2^-△△Ct^, in which ΔCt = Ct _miRNA_–Ct _5S_.

### MiRNA target prediction

In order to predict the target genes of miRNAs in *M. amblycephala*, a support vector machine (SVM) developed at BGI (Shenzhen, China) was trained to determine the optimal parameters to be use in RNAhybrid. The parameters included helix constraint (2–8), internal loop size (5), bulge loop size (5) and maximum target length (100,000). RNAhybrid predicts potential binding sites for miRNAs in large target RNAs using the principle of finding the most energetically favorable hybridization site between two sequences [59,60]. Considering that the genome references of *M. amblycephala* are not available, we selected the sequences of zebrafish genome and EST sequences of *M. amblycephala* sequenced in our laboratory to predict the target genes with the strategy described in prior studies for target prediction [9,61]. Briefly, the criteria were as follows: 1) no more than four mismatches between sRNA and target (G-U bases count as 0.5 mismatches), 2) no more than two adjacent mismatches in the miRNA/target duplex, 3) no adjacent mismatches in positions 2–12 of the miRNA/target duplex (5′ of miRNA), 4) no mismatches in positions 10–11 of miRNA/target duplex, 5) no more than 2.5 mismatches in positions 1–12 of the of the miRNA/target duplex (5′ of miRNA), and 6) minimum free energy (MFE) of the miRNA/target duplex should be > = 75% of the MFE of the miRNA bound to it’s perfect complement.

### Variants of the miRNAs in *M. amblycephala*

Variants of miRNAs, called isomiRs, are commonly reported in deep-sequencing studies [62]. The Solexa sequencing results in this study revealed that the majority of identified miRNAs showed length and sequence heterogeneity. The nucleotides at position 2–8 of a mature miRNA is known as the seed region (the so-called “miRNA seed”) and this region is highly conserved [63]. The target of miRNA might be different with the change of nucleotides in this region. In our analysis pipeline, miRNAs which might have base edit can be detected by aligning unannotated sRNA tags with mature miRNAs from miRBase19, allowing one mismatch on certain position.

### Availability of supporting data

All small RNA data are available in the NCBI Gene Expression Omnibus database under accession GSE51638. The other supporting data are included as additional files.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

ZXG and WWM conceived the idea and designed the project. SK, HZ, WL and BC performed the experiments. SK and CZ analyzed the data. SK and ZXG wrote the manuscript. All authors have read and approved the final manuscript.

## Supplementary Material

Additional file 1: Table S1 The basic sequencing information of two small RNA libraries. Click here for file

Additional file 2: Figure S1 Number and distribution of clean reads mapped to the genome sequence of zebrafish. The number of sRNAs on the sense strand of chromosome was shown in blue, whereas the number of sRNAs on the antisense strand of chromosome was shown in red. Click here for file

Additional file 3: Table S2 The conversed miRNAs in *M. amblycephala.* Click here for file

Additional file 4: Figure S2 First nucleotide bias of 18 ~ 26 nt sRNA tags. The numbers above the histogram stand for the tags count in total. Each color in the figure shows the sRNA tags whose first base is a certain base. Click here for file

Additional file 5: Table S3 Predicted chromosomal positions and hairpin structures of the potential novel miRNAs. Click here for file

Additional file 6: Figure S3 Base bias of the novel miRNA candidates of *M. amblycephala* at each position. Click here for file

Additional file 7: Table S4 Abundance and differential expression of miRNAs expressed in both two libraries. 

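Table S4 lists 27 miRNAs with a log2 ratio of small-size over big-size. Counted from identical tags, 12 of the 27 were past both thresholds and 7 were under a normalized expression of 1 in both libraries. Among the known miRNAs of Table S4 past both thresholds, the largest ratio in favour of the small-size library was that of mam-miR-193b, on chromosome 3 of Zv9 from 42895151 to 42895172, with 62 and 225 reads and a log2 ratio of 1.85 (95% exact interval 1.44 to 2.28). The reads of mam-miR-144-3p fell by 1.57 on the log2 scale, from 160 to 54 reads. For mam-miR-novel12, on chromosome 23 from 20637187 to 20637208, there were 148 and 61 reads, a log2 ratio of -1.28 (-1.74 to -0.84).

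**Figure D2:**
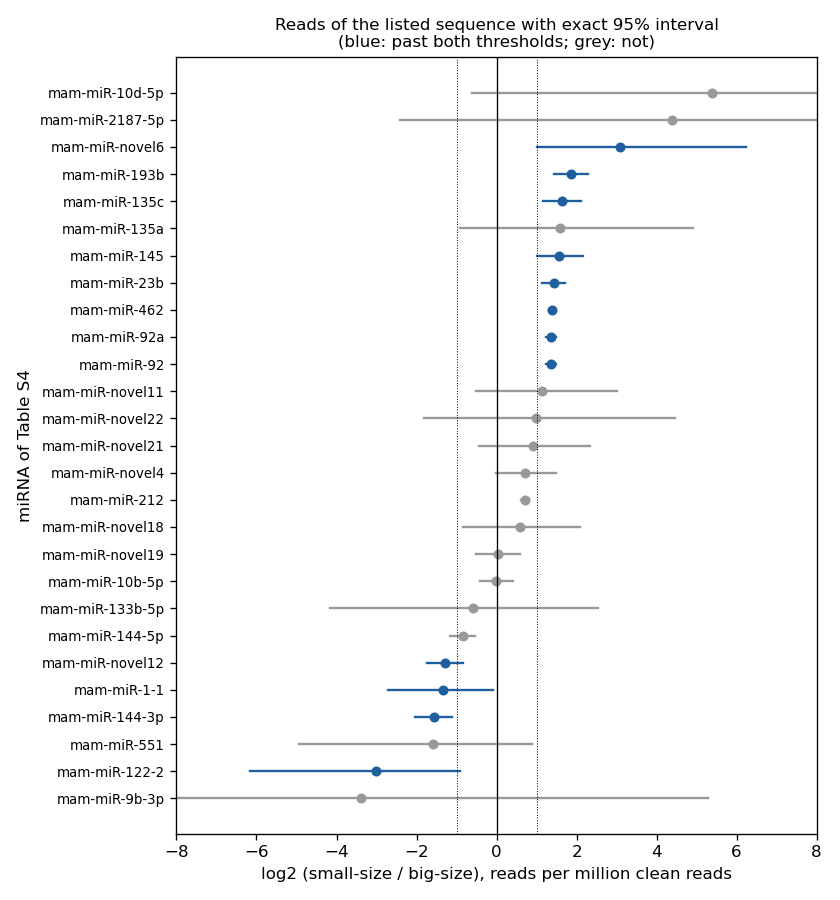
Log2 ratio of normalized expression, small-size over big-size, for the 27 miRNAs of Table S4, with 1 point per miRNA from identical tags and its exact 95% interval, which ends at the axis limit where it is unbounded. The 12 miRNAs past both thresholds are blue and the other 15 grey; mam-miR-10b-5p lies at -0.01.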

Click here for file

Additional file 8: Table S5 The target prediction of differentially expressed miRNAs in *M. amblycephala.* Click here for file

Additional file 9: Table S6 KEGG pathways enriched for targets of the differentially expressed miRNAs in *M. amblycephala.* Click here for file

Additional file 10: Table S7 Primers used in this study for stem-loop real-time PCR. Click here for file

# Supplementary material for: Identification and characterization of microRNAs involved in growth of blunt snout bream (Megalobrama amblycephala) by Solexa sequencing
**Source:** BMC Genomics. 2013 Nov 5;14:754. doi: 10.1186/1471-2164-14-754
**Supplement:** Additional file 2: Figure S1 — Number and distribution of clean reads mapped to the genome sequence of zebrafish. The number of sRNAs on the sense strand of chromosome was shown in blue, whereas the number of sRNAs on the antisense strand of chromosome was shown in red.

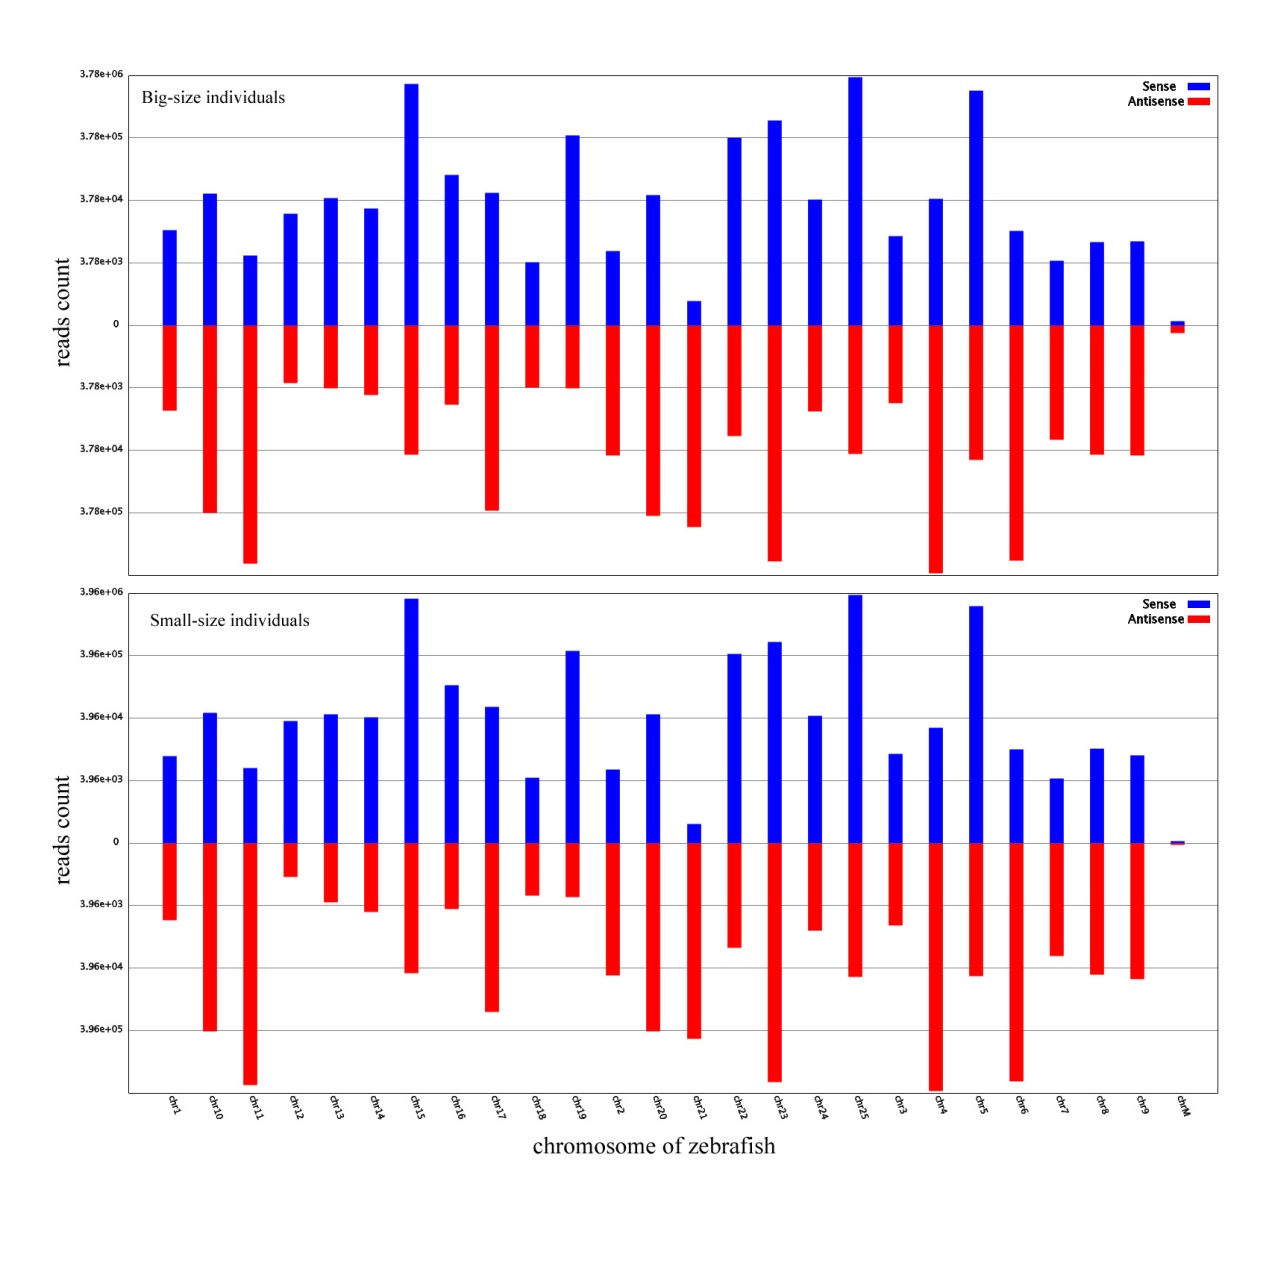

Figure S1 Number and distribution of clean reads mapped to the genome sequence of zebrafish. The number of sRNAs on the sense strand of chromosome was shown in blue, whereas the number of sRNAs on the antisense strand of chromosome was shown in red.

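The strand and chromosome shares depend on how tags with several locations are counted. With every location counted with all reads of the tag, 47.1% of the big-size reads and 46.9% of the small-size reads lay on the plus strand, and chromosome 4 held the most, 18.6% and 20.1%. With the reads divided by the number of locations, 45.3% and 45.9% lay on the plus strand and chromosome 23 held the most, 13.8% and 13.5%. With tags of 1 location only, which moved the shares most, 12.7% and 15.8% lay on the plus strand, and chromosome 21, where mam-miR-122-5p lies, held 61.8% and 51.1%.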

# Supplementary material for: Identification and characterization of microRNAs involved in growth of blunt snout bream (Megalobrama amblycephala) by Solexa sequencing
**Source:** BMC Genomics. 2013 Nov 5;14:754. doi: 10.1186/1471-2164-14-754
**Supplement:** Additional file 4: Figure S2 — First nucleotide bias of 18 ~ 26 nt sRNA tags. The numbers above the histogram stand for the tags count in total. Each color in the figure shows the sRNA tags whose first base is a certain base.

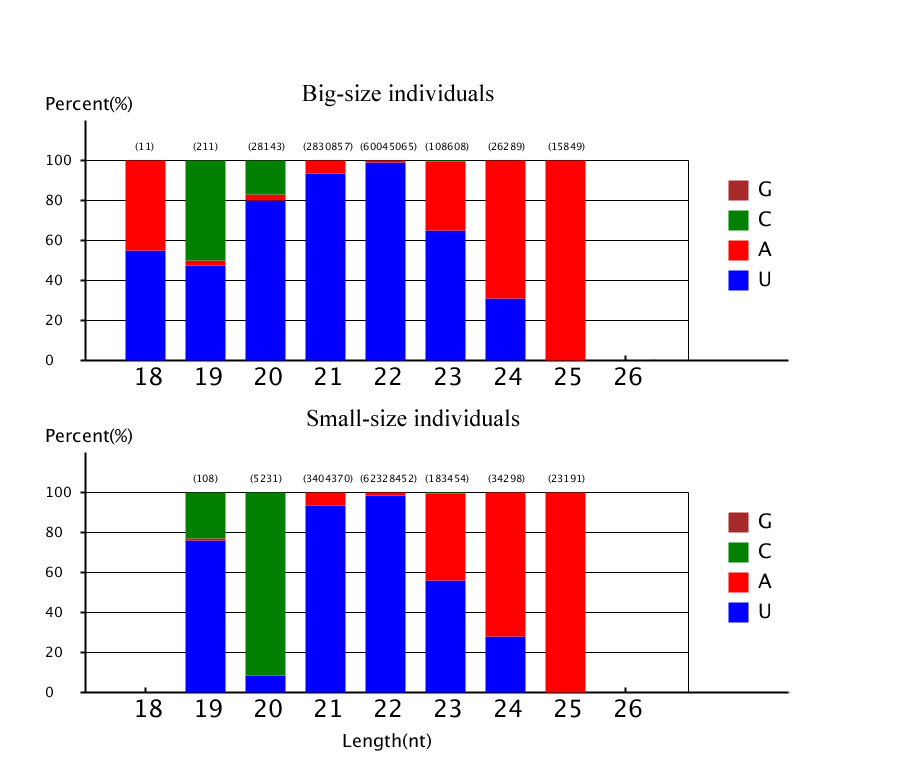

Figure S2 First nucleotide bias of 18~26 nt sRNA tags. The numbers above the histogram stand for the tags count in total. Each color in the figure shows the sRNA tags whose firstbase is a certain base.

How the deposited data were processed for this re-analysis (not part of the article)

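Small RNAs of 1 pooled library from the big-size group and 1 from the small-size group of *M. amblycephala* were measured by Solexa sequencing. The pools hold brain, pituitary, liver and muscle RNA of fish at 3, 6, 12 and 18 months. The authors cleaned the reads, collapsed identical reads into tags, and deposited the count of each tag as whole numbers without normalization. The deposited counts are of 2 kinds for each library: tags assigned to known miRNAs by comparison with miRBase, and tags mapped to the zebrafish genome with SOAP, with a line for each location. The build is Zv9 by its scaffold names. Clean read totals were taken from Table S1, mature sequences from Table S2 and Table S3, and the paper's differential expression from Table S4.

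Reads of a miRNA were counted as the reads of the tag identical to its listed sequence. The choice fixed beforehand was the count as the authors assigned it, but the deposited files list tags without that assignment, so the identical tag, which had been fixed as an alternative, became the main count. The counts listed in Table S2 were used as a further alternative, chosen after seeing the data. Normalized expression is the count per clean read of the library, scaled as in the methods of the paper. A value of 0 was set to 0.01, and miRNAs under 1 in both libraries were left out. The Audic-Claverie exact conditional test was run on reads, whereas the methods of the paper define its inputs as normalized expression levels, and two-sided by doubling the smaller tail, and a miRNA was called at an absolute log2 ratio above 1 and p below 0.05. All log2 ratios are small-size over big-size, the direction of Table S4, whereas the formula in the methods of the paper is written the other way round. Intervals of log2 ratios and of strand shares are exact 95% intervals, and those of read shares are Wilson intervals. A log2 ratio was taken to differ from that of the paper when its sign differed or its exact interval left out the paper's value. With 1 library per group, no model of replicate spread could be fitted and no difference has a replicate check.

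The depth was 9516999 clean reads in the big-size library and 9552715 in the small-size library, so that the floor of 3 reads corresponds to a normalized expression of 0.315 and 0.314. The calling step was tested on simulated Poisson counts in which 200 tags with at least 10 expected reads were changed 4 or 8 times. It recovered 196 of them (98%), which says nothing of changes near the threshold of 2 times. It called 47 of 1556 unchanged tags (3.02%), and 6.30% of the unchanged tags had p below 0.05 in the exact test, more than the nominal rate; the reason was not examined.

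Named in the text were the miRNAs that the paper names in its sequencing results or Table S4, the 5 with the most reads in each library, and up to 5 tags outside those with the largest absolute log2 ratio among those with at least 100 reads in 1 library and an adjusted p below 0.05. Alternatives covered the scaling, the test, the thresholds, the filter on low counts, the 3′ length of tags and the treatment of tags with several locations. Tags counted for length variants were those of at least 18 nt that shorten a listed sequence or extend it by up to 4 nt, and a tag that fits several sequences of which none contains the others was left out. Substitutions were taken as fixed beforehand, from all tags of equal length with 1 mismatch to a Table S2 sequence. After the counts were seen, many of these proved to be length variants of another listed sequence, and leaving those out was added as an alternative. Correlations used 100000 permutations and marker lists 10000 random lists drawn among the 15 neighbours in abundance on either side.

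Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9, R 4.3.3 and edgeR 4.0.16 were used, edgeR for TMM factors only. RT-PCR, target prediction and pathway results, and reads of tags outside the deposited counts, were not analysed here.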

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

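The tests in this part were chosen only after the results were seen. The 5 tags below lie outside the miRNAs that the paper discusses and differed most between the libraries among tags with at least 100 reads in 1 library. All were higher in the small-size library. The tag GGAATACCAGGTGCTGTAAGCTA, on chromosome 4 of Zv9 from 45698297 to 45698319, had 15 reads in the big-size library and 409 in the small-size library, a log2 ratio of 4.76 (95% exact interval 4.02 to 5.61). The tag GGAATACCAGGTGCTGTAAGCTT had 20 and 467 reads, a log2 ratio of 4.54 (3.90 to 5.26), and its shorter form GGAATACCAGGTGCTGTAAGCT had 9 and 139 reads, a log2 ratio of 3.94 (2.98 to 5.10). They have 2517 and 2518 listed locations. The tag GGTGAACCTGCGGAAGGATCATTA, with 13 locations, had 14 and 147 reads, a log2 ratio of 3.39 (2.59 to 4.29). These 4 tags are not among those assigned to known miRNAs. The tag GCTATTTCACAACACCAGGGT, on chromosome 18 from 17239384 to 17239404, is among them and had 8 and 176 reads, a log2 ratio of 4.45 (3.44 to 5.69).

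The clean reads of the small-size library were 1.004 times those of the big-size library, and the ratios above are already divided by these totals, so this comparison cannot test depth as an explanation. A difference in the composition of the libraries was examined with edgeR TMM factors, under which the lowest of the 5 log2 ratios was 3.03, but a single factor of this size could not have brought such ratios under the fold threshold, so the outcome is no evidence either way. For 3′ shortening of a miRNA, 0 of the 5 tags is a shortened form of a listed sequence, but 4 of them are outside the tags assigned to known miRNAs, so few could have been. None of these comparisons settles the source of the differences. Of the tags, 3 share their first 22 nt, so the 5 are not independent. Fragments of an abundant repeated RNA remain a candidate explanation for the tags with many locations. The same holds for the chromosome 4 tag, which shares its first 22 nt with the tags of most locations. This was not tested, since no annotation was used here. With 1 library per group, a biological difference cannot be told apart from a difference between the library preparations.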

How the results depend on the processing

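Alternatives were chosen before the data were examined except where stated. The numbers of miRNAs called stayed within 1.5 times under scaling by the reads in the count file or outside the 10 most abundant miRNAs, the Fisher test, the other tail, adjusted p, 0.5 added reads, no filter, at least 10 reads, tags differing only in 3′ length, and rows with the same counts counted once. The direction depended on the scaling: the median ratio and TMM factors each gave 16 higher in the big-size library and 11 in the small-size library, against 9 and 19. Without a fold threshold 151 were called (34 and 117), with a threshold of 1.5 times 76 (18 and 58), and with at least 100 reads 15 (3 and 12). These settings scale the small-size library by 1.277 (median ratio) and 1.285 (TMM) times the big-size library in place of 1.004, which lowers the log2 ratios of miRNAs with reads in both libraries by the same amount and so moves calls to the big-size side; why the factors differ was not tested. Which miRNAs were called changed more than their number: 20 of the 27 called with either setting were among the main 28, 18 of the 25 with tags differing only in 3′ length, and 18 of the 26 with the counts of Table S2, chosen after seeing the data. The 8 miRNAs followed singly kept their direction and their side of the thresholds in 127 comparisons, but many of these were fixed in advance. Settings that change only the test, the thresholds or the filter on reads leave the log2 ratio as it is. The counts of Table S2 leave predicted miRNAs unchanged, and mam-miR-92 and mam-miR-92a share 1 sequence. The 127 are therefore no measure of stability. Where ratios could move, mam-miR-92a was at 1.01 under TMM factors, close to the fold threshold of 1. The ratio of mam-miR-novel4 went from 0.72 to 0.10 with tags differing only in 3′ length. Of the comparisons of the other results, 41 moved, 1 changed sign and 1 became stronger, while 49 stayed within the limit set for their kind. The limit was 1.5 times for numbers of miRNAs or tags called, the 95% interval of counting error for shares and read totals, and the sign and side of the threshold for correlations. It is wide for small numbers and narrow for shares of many reads, so these counts do not rank the results by stability. The tags called, for example, stayed within it at 749 without a filter against 531, while the share of variants changed at the 3′ end only left it at 85.34% against 85.27%.

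As a share of listed reads, known miRNAs held 99.1% (big-size) and 99.3% (small-size). By unique sequences, 40.3% and 47.4% were 21 to 23 nt and 39.4% and 39.0% began with U. By reads without the let-7 family, 95.2% and 95.7% were 21 to 23 nt and 88.7% and 85.4% began with U. Mapped reads were 1719596 and 1559134 with 1 location, and 8165598 and 8220440 with at most 10. The plus strand held 45.3% and 45.9% with reads divided by locations, and 12.7% and 15.8% with 1 location. Predicted miRNAs had 2020 and 2461 reads with up to 2 nt difference at the 3′ end, and 1328 and 1915 when tags that fit Table S2 were left out, which was chosen after seeing the data. Variants changed at the 3′ end only were 43.7% and 43.9% of unique sequences, and 85.3% and 84.3% of reads with at least 10 reads per tag. Seed substitutions were 1.10% of substitution tags. They were 0.00146% of substitution reads, 0.926% of tags with at least 10 reads and 0% for miRNAs with at least 1000 reads. Without length variants of other listed sequences, chosen after seeing the data, they were 3.77%.

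The correlation of substitutions with abundance was -0.0028 in the big-size library alone (permutation test, p = 0.962), of opposite sign to the 0.056 of both libraries (permutation test, p = 0.327), but neither differs from 0. It was 0.123 without length variants and without let-7, past the unadjusted threshold (permutation test, p = 0.0347, adjusted 0.246), a setting chosen after seeing the data. The cause was not tested. Mapping without a mismatch was not run. No paired analysis was possible because each group has 1 library. Depth limits the predicted miRNAs most, with a median of 6.5 reads in the big-size library.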

Differences from the paper's values

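With identical tags, 13 known miRNAs were found only in the big-size library against the paper's 4, and 34 only in the small-size library against the paper's 15. Of the alternatives set before the data were examined, tags differing only in 3′ length gave 12 and 11, which closed the gap for the small-size library only. The counts listed in Table S2, chosen after seeing the values, gave 4 and 15. No predicted miRNA was found only in the small-size library (0 against the paper's 5). The only alternative run, tags with up to 2 nt difference at the 3′ end, also gave 0. It adds tags, and every predicted miRNA already had reads in the big-size library, so it could not have closed the gap. Reads of predicted miRNAs were 750 against the paper's 1467 in the big-size library and 1026 against the paper's 2130 in the small-size library. Tags with up to 2 nt difference at the 3′ end, set before the data were examined, gave 2020 and 2461, within 1.5 times of the paper's values, and leaving out those that fit Table S2, chosen after seeing the values, gave 1328 and 1915. Of predicted miRNAs 2 were called against the paper's 8, and no alternative closed the gap.

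The listed tags held 181 substitutions against the paper's 5166, of which 2 in the seed against the paper's 1372, and 8.29% were G-to-U against the paper's 15.9%. For the 181 and the 2, the only alternative left tags out, so it could not have closed the gap. For G-to-U the alternatives reached at most 10.2%, with at least 10 reads per tag. The tags searched by the paper include tags that are not analysed here.

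For the listed sequence of mam-miR-1-5p there were 31 and 12 reads in the big-size and small-size libraries, where the paper's Table S2 gives 1157651 and 932575. For mam-miR-206-5p there were 0 and 0 against the paper's 327380 and 261951, for mam-miR-199-3p 1496 and 1663 against the paper's 22721 and 22520, and for mam-miR-124-3p 25516 against the paper's 41575 in the big-size library. Counting tags that differ only in 3′ length closed none of these gaps. The listed mam-miR-199-3 sequence starts later on the same strand as mam-miR-199-3p. With its forms that differ only in 3′ length it had 20564 and 20517 reads, which the counts of mam-miR-199-3p leave out. Together with the 1930 and 2097 reads of mam-miR-199-3p and its 3′ length forms, they come close to the paper's counts. Their sum is slightly under the paper's count in the big-size library and slightly over it in the small-size library. Which forms the paper counted was not tested.

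Among the log2 ratios of the paper's Table S4, mam-miR-212 was 0.70 against the paper's 1.25, mam-miR-92a 1.37 against the paper's 1.18, and mam-miR-144-5p -0.85 against the paper's -1.60. None of the alternatives closed these gaps. The paper gives mam-miR-144-5p the same normalized values as mam-miR-144-3p, 26.3739 and 8.6886, so its ratio may not be that of the 5p strand. For mam-miR-212 the paper's normalized values are 11.0329 (big-size) and 26.1706 (small-size). Here they were 129.242 and 210.621, so the 2 ratios rest on different counts. For mam-miR-92 the value was 1.37 against the paper's 1.18. It was 1.30 when scaled by the reads outside the 10 most abundant miRNAs, with an interval that includes the paper's value, and 1.18 with the counts of Table S2, chosen after seeing the values. For mam-miR-135c the value was 1.63 against the paper's 1.16, and the interval included the paper's value under every scaling alternative (1.27 with TMM factors, 1.28 with the median ratio, 1.56 outside the 10 most abundant miRNAs and 1.62 with the reads in the count file), with 0.5 added reads (1.62) and with tags differing only in 3′ length (1.15), but not under the others. For mam-miR-10b-5p the value was -0.0054 against the paper's 2.32, and only the counts of Table S2, chosen after seeing the values, reached it (2.32).

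For the predicted miRNAs, mam-miR-novel4 was 0.72 against the paper's -9.70, mam-miR-novel6 3.08 against the paper's -7.09, mam-miR-novel11 1.13 against the paper's -6.98, mam-miR-novel18 0.58 against the paper's 9.81, mam-miR-novel19 0.044 against the paper's 7.56, mam-miR-novel21 0.90 against the paper's 6.85 and mam-miR-novel22 0.99 against the paper's 7.91. None of the alternatives closed these gaps, but their sizes cannot be compared. The paper's 7 ratios each have a library given as 0 and set to 0.01, which fixes their size. Only the direction can be compared, and it was opposite for 3. The numbering of Table S4 may differ from that of Table S3, so even the direction may compare different sequences.

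The paper states that mam-miR-1-5p was abundant in both libraries, while its listed sequence had 31 and 12 reads and mam-miR-1-3p had 1106855 and 894973. The paper states a strong bias for U in the predicted miRNAs, while 36% of the distinct sequences began with U. Weighted by reads, however, 90% and 88.8% of their reads in the big-size and small-size libraries did, most of them reads of mam-miR-novel10.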

Other observations

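All tests in this part were chosen after the results were seen, apart from those on substitutions.

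The big-size library held more short reads. Of the 531 tags called, 157 of the 248 higher in the big-size library were 20 nt or shorter, against 27 of the 283 higher in the small-size library, and 31447 reads under 18 nt were removed from the big-size library against 3978 from the small-size library. If general shortening at the 3′ end were the source, nearly all miRNAs would show it. Of the 85 sequences with at least 1000 reads in both libraries, 70.6% had a larger share of shortened tags in the big-size library, but 18 of the 85 had no shortened tag that could be counted in either library and so could show no difference. Among the other 67 the share was larger in the big-size library for 60 and in the small-size library for 7. Several of these share the same shortened tags and are not independent. With such sequences counted once, the share was larger in the big-size library for 48 of 55 (87.3%). This is near but under the 90% set for general shortening, so for these miRNA sequences the pattern cannot be told apart from shortening in 1 library. Of the 248 tags higher in the big-size library, 82 were assigned to known miRNAs, fewer than the 157 short ones. The test therefore does not cover part of the short tags, and no biological explanation was tested.

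The red blood cell miRNAs mam-miR-451, mam-miR-144-3p and mam-miR-144-5p were all lower in the small-size library, with a median log2 ratio of -1.07. Their median was at percentile 0.09 of 10000 random lists of the same size matched on abundance. This is the outcome set for different amounts of blood in the tissues, which is a possible explanation. The list was tested after its low ratios were seen and each group has 1 pool, so the pattern cannot be told apart from a difference between the groups. The list is short, and its members lie within chromosome 5 of Zv9 between 43890580 and 43890732, so they are not independent.

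Shares of the pooled tissues were weighed in the same way. The liver list had a median log2 ratio of -0.08 (percentile 12.4), the muscle list -0.04 (percentile 12.3) and the brain list 0.39 (percentile 64.3), all inside the middle 95% of the random lists, the outcome set for equal shares. The most abundant liver miRNA, mam-miR-122-5p, was at -0.61. With 3, 5 and 10 miRNAs in the lists and no replicate pool to give their spread, the differences cannot be told apart from unequal tissue shares.

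In Table S4, 7 predicted miRNAs are given 0 in a library. It was tested whether the Table S3 sequence of that name has reads in the library given as 0, and it had for 7 of the 7, with the opposite direction for 3. This restates the reads that drew attention to these names and does not test why the tables differ. The same name may also stand for different sequences in the 2 tables, which was not tested. No biological explanation was tested.

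Counts in Table S2 exceeded the reads of the listed sequence by more than 1.5 times in both libraries for 90 names. Assignment of the reads of the opposite strand was tested as a source. Of 72 such names with a partner strand, 10 had a count within 10% of the partner's reads. Such assignment may account for those, among them mam-miR-206-5p. With tags of the partner strand that differ only in 3′ length counted too, 7 names had a count within 10%. The test cannot exclude this source for other names, since it counts no other forms of the partner. The paper gives both strands of mam-miR-19b 135 (big-size) and 129 (small-size) reads, while the identical 3p tag had 22 and 20. Tags of the same strand that differ only in 3′ length were tested as another source, and for 17 of the 90 names the count was within 10% of their reads. The 2 sources together leave most of the 90 names open, and no biological explanation was tested.

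If substitutions came from a constant error rate per read, their reads would rise in proportion to the reads of the miRNA. The slope on log10 scales was 0.38, and 0.13 without length variants of other listed sequences. Both are under the slope of 1 that a constant error rate would give. The slope was computed only over miRNAs with a substitution tag, which may lower it, and a constant rate of modification would give the same slope as errors, so substitutions cannot be told apart from a constant error rate. If A-to-I editing were the main source, A-to-G would have the highest rate per base, but by reads it ranked 2 of 12 types, and 8 of 10 without length variants. Counted as tags the picture differs, since A-to-G made up 26.4% of the 53 tags without length variants and U-to-C 17.0%. The rank by reads is therefore no evidence against editing of many tags with few reads each. The listed tags leave out many substitution tags, which limits both tests.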
